# RNA-Dependent Intergenerational Inheritance of Enhanced Synaptic Plasticity after Environmental Enrichment

**DOI:** 10.1016/j.celrep.2018.03.059

**Published:** 2018-04-10

**Authors:** Eva Benito, Cemil Kerimoglu, Binu Ramachandran, Tonatiuh Pena-Centeno, Gaurav Jain, Roman Manuel Stilling, Md Rezaul Islam, Vincenzo Capece, Qihui Zhou, Dieter Edbauer, Camin Dean, André Fischer

**Keywords:** epigenetics, brain, microRNA, memory, intergenerational, transgenerational, exercise, environmental enrichment, cognition

## Abstract

Physical exercise in combination with cognitive training is known to enhance synaptic plasticity, learning, and memory and lower the risk for various complex diseases including Alzheimer’s disease. Here, we show that exposure of adult male mice to an environmental enrichment paradigm leads to enhancement of synaptic plasticity and cognition also in the next generation. We show that this effect is mediated through sperm RNA and especially miRs 212/132. In conclusion, our study reports intergenerational inheritance of an acquired cognitive benefit and points to specific miRs as candidates mechanistically involved in this type of transmission.

## Highlights

• Exercising male mice pass a cognitive benefit to their offspring
• This phenomenon is mediated by altered expression of sperm RNA
• Levels of miR212/132 in sperm play a key role in this intergenerational effect

## Introduction

There is emerging evidence that exposure to environmental stimuli can initiate processes that transmit information to the next generation via non-genetic mechanisms (Bale, 2015, Bohacek and Mansuy, 2015, Fischer, 2014). Such forms of inter- or transgenerational inheritance have been described for aversive stimuli, such as chronic or early life stress that lead to altered response of the hypothalamic-pituitary-adrenal axis, increased anxiety and depressive-like behavior in the following generations (Gapp et al., 2014, Gapp et al., 2016, Franklin et al., 2010, Rodgers et al., 2013). There is also evidence that exposure of individuals to detrimental environmental stimuli can lead to cellular adaptations that protect the offspring when they are exposed to the same environmental insult (Zeybel et al., 2012). The idea that environmental factors can affect germ cells and thereby alter biological processes in the offspring is fascinating and may play an important role in the pathogenesis of complex diseases, especially in neuropsychiatric disorders (Bale et al., 2010, Klengel et al., 2016).

An environmental factor that was shown to lower the risk for various complex diseases, including those affecting the brain, is the combination of physical exercise and cognitive training, also called environmental enrichment (EE). EE is known to enhance synaptic plasticity in rodents and humans and is thus considered a suitable strategy to reduce the risk for dementia and other cognitive diseases (Nithianantharajah and Hannan, 2006, Fischer et al., 2007, Brown et al., 2013, Fischer, 2016). Importantly, there is evidence that exposure of juvenile mice to EE can enhance hippocampal synaptic plasticity in their offspring (Arai et al., 2009). Whether EE training in adulthood might also affect synaptic function of the next generation has not been tested so far, and the underlying mechanisms of transgenerational transmission are still poorly understood. There is, however, evidence that RNA in gametes could play a role (Gapp et al., 2014, Bale, 2015, Bohacek and Mansuy, 2015).

In this study, we demonstrate that exposure of adult mice to EE significantly enhances hippocampal LTP and cognitive function in their offspring. We show that this phenotype is due to changes in the RNA composition in the sperm of the corresponding fathers and identify microRNAs (miR) 212/132 as one factor involved in process.

## Results

### EE Training Increases Hippocampal Synaptic Plasticity in an Intergenerational Manner

First, we wanted to confirm that our EE protocol enhances hippocampal LTP in adult mice. To this end, we subjected mice to 10 weeks of EE training before measuring hippocampal LTP at the Schaffer Collateral CA1 synapse. We observed a highly significant increase in LTP in EE mice compared to home-caged (HC) controls (Figure 1A). Next, we wanted to test whether EE training in adult male mice would affect synaptic plasticity in their offspring (F1 generation), which are not subjected to EE. To this end, adult male mice underwent 10 weeks of EE training and were then mated to HC females (Figure 1B). We measured hippocampal LTP when the offspring were adult (3 months of age). Notably, offspring of EE fathers had increased LTP compared to those born to fathers that were housed in HC (controls; Figure 1C). The effect was similar in both male and female offspring (Figure S1). In order to account for possible confounding factors, we performed a linear regression model including the effect of paternal treatment (HC versus EE), sex (male versus female), and paternal treatment X sex interaction. In line with our previous analysis, we observed a highly significant effect of paternal treatment (p < 0.0001). We then tested whether this phenotype is passed on to the grandoffspring of the original EE animals, representing the F2 generation. Here, we did not observe any difference in the LTP between the groups (Figure 1D). These data indicate that EE in male mice leads to enhanced hippocampal synaptic plasticity in offspring, but that this effect represents inter- (and not trans-) generational inheritance.

**Figure 1:**
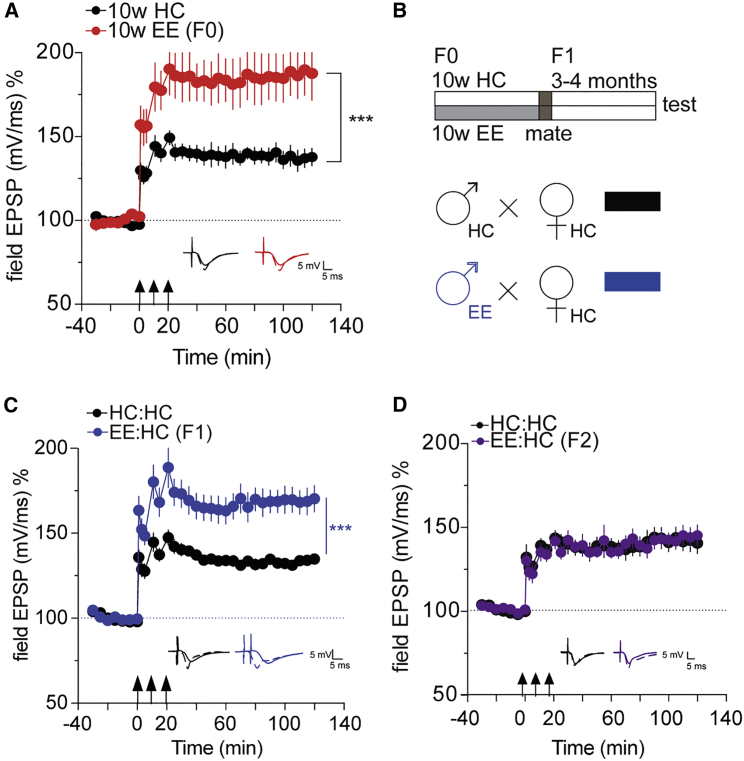
Intergenerational Inheritance of Enhanced LTP through EE (A) LTP is enhanced in 10-week EE compared to HC controls. ^∗∗∗^p < 0.001 for main effect treatment repeated-measures ANOVA (F(1,12) = 11.86); n = 8 (10w EE); 6 (10w HC). (B) Mating scheme: mice are subjected to EE for 10 weeks and mated, and the offspring are tested 3–4 months after birth. Controls spend the same amount of time in the HC. (C) LTP is enhanced in mice born to EE fathers EE:HC (n = 10) compared to HC:HC (n = 10) controls. ^∗∗∗^p < 0.001 for main effect treatment HC:HC versus EE:HC, repeated-measures ANOVA (F(1,18) = 18.74). (D) LTP is not enhanced in the F2 generation. Error bars indicate SEM.

### Intergenerational Enhancement of LTP Is Mediated via Sperm RNA

Since the mothers were never exposed to EE, which might have affected maternal care, the enhanced synaptic plasticity observed in the offspring of fathers that underwent EE training must be associated with changes in the father’s gametes. Previous reports linked sperm RNA to transgenerational inheritance and observed, for example, that individual miRs were altered in sperm of mice that passed an acquired anxiety phenotype to the next generation (Gapp et al., 2014). Apart from this, there is additional evidence that manipulating miRs levels in gametes can alter the offspring’s phenotype (Rassoulzadegan et al., 2006, Rodgers et al., 2015). At the same time, miRs are known to play key roles in promoting synaptic plasticity (Fischer, 2014, Schratt, 2009). We therefore hypothesized that miRs might play a role in the intergenerational transmission of EE-induced LTP enhancement. 

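Small RNA was sequenced from sperm of WT C57BL/6J mice in 2 libraries described as independent biological replicates. The sample labels and the paper describe the mice as naive, and they are taken here as not exposed to EE. The deposited counts carry names with the string POSTTREAT, and this mismatch was not resolved. The sample labels give an age of 3 months and the paper gives 3 to 4 months for adult mice. Small RNA-seq reads the short RNA molecules of a sample, and a miR is quantified by the number of reads that match its mature sequence, which is about the length of one read. The authors trimmed low-quality ends and 3′ adapters, discarded very short reads, and mapped the remaining reads with bowtie, first to a custom reference of miR and piRNA sequences without mismatches. They deposited, for each library, the number of reads counted on each of 1886 mature miRs, without normalization. Of these entries, 12 join the names of several mature miRs. Each arm of a miR hairpin, 5p or 3p, has its own entry. Replicate 1 held 4049599 miR reads and replicate 2 held 5648067 miR reads. A further 2496304 reads in replicate 1 and 2017799 reads in replicate 2 were listed as assigned to no miR, and the paper's text does not name what these reads are. Counts were divided by the total number of miR reads of the library and scaled to 1000000 miR reads, and the result is called CPM here. The smallest abundance that these depths can show, taken as 3 reads, was 0.741 CPM in replicate 1 and 0.531 CPM in replicate 2. This value was not the rule for detection, which asked for at least 1 read in each library. Some miRs called detected therefore lie below it. The reads carry no molecular identifiers that would separate RNA molecules from PCR copies, so the intervals given for these libraries cover counting error only. The 2 libraries were compared before they were averaged. Over the 323 miRs with at least 10 reads in the 2 libraries together, the counts differed by more than sampling noise, with a chi-square statistic of 343 per degree of freedom. The test sets 2 biological samples against counting error alone and could hardly come out otherwise at this depth, so no conclusion is drawn from it. The libraries are described as independent biological replicates and were treated as separate samples. Across these 323 miRs, log2(CPM + 1) correlated between the replicates with a Pearson r of 0.976 and a Spearman rho of 0.937. Genes within a library are not independent replicates, and no p-value was attached to the correlation. With a pseudocount of 0.1 in place of 1, the Pearson r was 0.959. The biological coefficient of variation between the replicates, from the common dispersion of edgeR after TMM normalization, was 35.7%. With 1 condition and 2 libraries, no contrast between conditions was tested.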

First, we measured the sperm microRNAome detectable in mice used in our experimental system. 

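The deposited tables list 1886 mature miRs. In replicate 1, 484 of them had at least 1 read, and in replicate 2, 442 did, a mean of 463 ± 29.7 (SD, n = 2 libraries). Both libraries had at least 1 read for 378 miRs, and 1338 miRs had no read in either library. Of the remaining miRs, 106 were seen only in replicate 1 and 64 only in replicate 2, with a median of 2 reads in each case. The paper's text does not name the read minimum at which a miR was taken as expressed. The number of miRs depended on this minimum. With at least 5 reads in each library 294 miRs passed, with at least 10 reads 244 miRs passed, and with at least 20 reads 201 miRs passed. The strictest minimum tried, 100 CPM in each library, left 71 miRs. Of the 378 miRs with a read in both libraries, 134 had fewer than 10 reads in at least 1 library. When the arms of one miR were merged by name, 294 of 1170 names had at least 1 read in each library.
The reads were concentrated on few miRs. The 10 most abundant miRs took 92.8% ± 1.19 (SD, n = 2) of the miR reads. miR-10b-5p alone took 52.2% of the miR reads in replicate 1 and 57.3% in replicate 2, and miR-10a-5p took 25.8% and 23.1%. They were followed by miR-143-3p with 5.14% ± 1.49 (SD, n = 2), miR-191-5p with 2.55% ± 1.23 (SD, n = 2) and miR-148a-3p with 1.30% ± 0.356 (SD, n = 2). The other members of the 10 most abundant miRs were miR-182-5p, miR-30a-5p, let-7f-5p, miR-141-3p and miR-99b-5p, each between 0.710% and 1.29% of the miR reads on average.

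**Figure D1:**
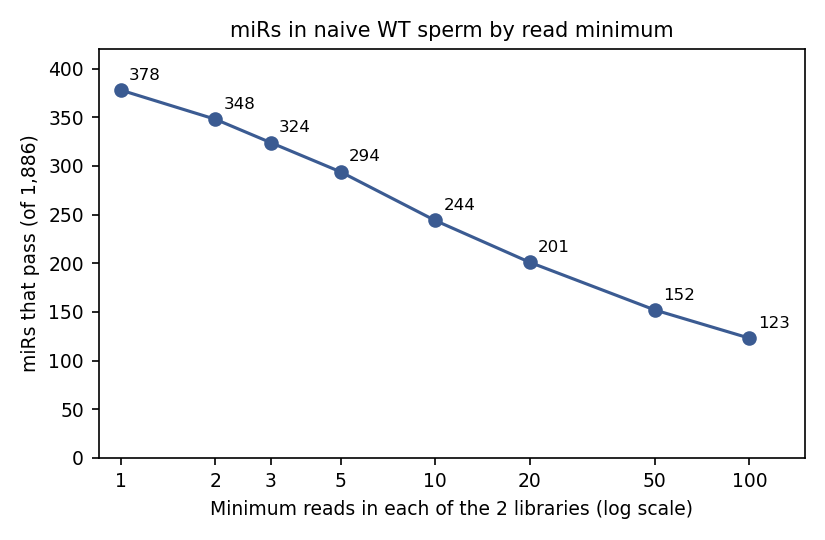
Number of miRs, out of the 1886 listed, that reached each minimum number of reads in both libraries of naive WT sperm. The horizontal axis gives the minimum on a log scale and the vertical axis the number of miRs, which fell from 378 at a minimum of 1 read to 123 at a minimum of 100 reads.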

Out of 1,886 miRs present in the mouse genome, 219 were identified in sperm (Figures 2A and 2B). We subjected these 219 miRs detected in sperm to a PubMed search according to the following criteria: (1) expression in the brain, (2) having been linked to brain plasticity and memory function, and (3) having a documented role in brain development since this might be a possible route of action by which miRs present in gametes could affect brain function in the offspring (Figure 2B). Using these criteria, we identified 6 miRs that showed more than 1 PubMed hit, namely, miR212/132, let-7d, let-7c, let-7b, miR34c, and miR124. 

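All 6 candidates were detected in sperm, at abundances that fell into a high and a low range. The active arms of miR132 and miR212 were taken to be the 3p arms, which gives 7 entries for the 6 candidates. let-7c-5p was the most abundant, with 25953 reads in replicate 1 and 27799 reads in replicate 2, or 5665 ± 1051 CPM (SD, n = 2 libraries), and ranked 12th among the 378 miRs detected in both libraries. miR-34c-5p had 12078 and 7420 reads, or 2148 ± 1180 CPM (SD, n = 2). let-7b-5p had 4514 and 4646 reads, or 969 ± 207 CPM (SD, n = 2), and let-7d-5p had 1621 and 1556 reads, or 338 ± 88.2 CPM (SD, n = 2). The other 3 entries had at most 50 reads in each library. miR-124-3p had 36 and 45 reads, or 8.43 ± 0.652 CPM (SD, n = 2). miR-132-3p had 13 and 40 reads, or 5.15 ± 2.74 CPM (SD, n = 2), and miR-212-3p had 5 and 9 reads, or 1.41 ± 0.254 CPM (SD, n = 2). The 4 abundant entries lay far above these 3 in each library, by more than the replicates differed. miR-34c-5p differed most between the replicates among the abundant entries, with a log2 ratio of replicate 2 to replicate 1 of -1.18 (-0.83 after TMM normalization). Scaling with TMM or with the size factors of DESeq2 moved none of these means by more than the SD between replicates. These scalings shift the 2 libraries in opposite directions by about the same factor. A mean over both can then hardly move, so no stability is read from this. The median of the 7 entries was 338 CPM, and the alternative that moved it most was to sum all arms of each candidate, with a median of 688 CPM over the 6 candidates. Most of this move came from joining miR-132-3p and miR-212-3p into 1 candidate, since the active arms alone then gave a median of 653 CPM, an alternative chosen after seeing the data. From the detection of these miRs in sperm and their number of PubMed hits (Figures 2B and 2C), the paper identified them as candidates.

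**Figure D2:**
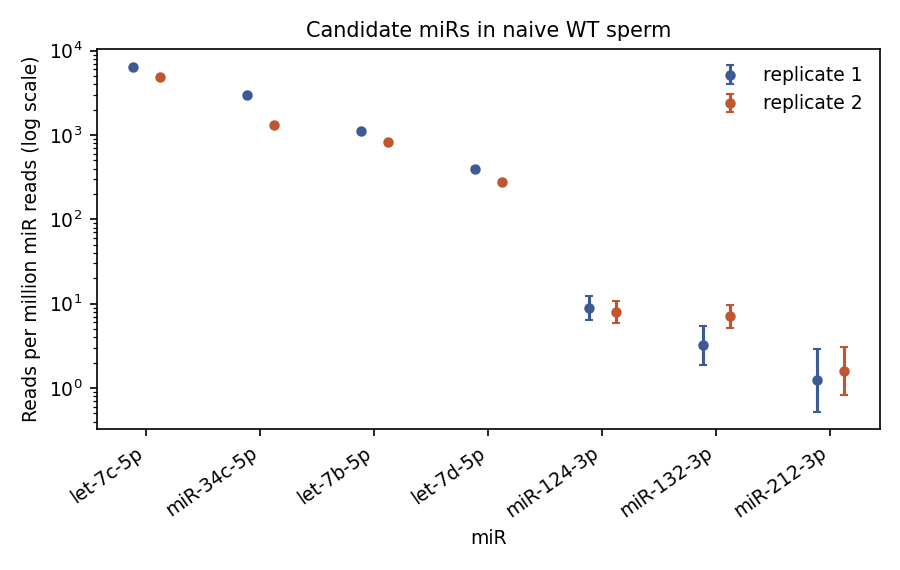
Abundance of the active arms of the candidate miRs in naive WT sperm, in CPM on a log scale, with 1 point per library and Wilson 95% confidence intervals from the read counts. let-7c-5p, miR-34c-5p, let-7b-5p and let-7d-5p lie above 275 CPM in both libraries, and miR-124-3p, miR-132-3p and miR-212-3p lie below 9 CPM in both libraries.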

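The reads of all 4 arms of miR212 and miR132 together numbered 37 in replicate 1 and 71 in replicate 2, or 10.9 ± 2.43 CPM (SD, n = 2 libraries). miR-132-3p had 13 reads in replicate 1, or 3.21 CPM (Wilson 95% interval 1.88 to 5.49), and 40 reads in replicate 2, or 7.08 CPM (5.20 to 9.64). miR-132-5p had no read in replicate 1, where 3 reads would correspond to 0.741 CPM, and 11 reads in replicate 2, or 1.95 CPM (1.09 to 3.49). miR-212-3p had 5 reads, or 1.23 CPM (0.527 to 2.89), and 9 reads, or 1.59 CPM (0.838 to 3.03). miR-212-5p had 19 reads, or 4.69 CPM (3.00 to 7.33), and 11 reads, or 1.95 CPM (1.09 to 3.49). The 3p arm made up 20.8% of the miR212 reads in replicate 1 (9.24% to 40.5%, 24 reads) and 45.0% in replicate 2 (25.8% to 65.8%, 20 reads). For miR132 the 3p arm made up 100% of 13 reads (77.2% to 100%) and 78.4% of 51 reads (65.4% to 87.5%). By mean CPM among the 378 miRs detected in both libraries, miR-132-3p ranked 204th, miR-212-5p 235th and miR-212-3p 293rd. With a minimum of 10 reads in each library, miR-132-3p and miR-212-5p passed and miR-212-3p and miR-132-5p did not. With a minimum of 20 reads in each library, none of the 4 arms passed. The ranking in Figure 2C is by the number of PubMed hits.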

MiR212/132 was the top hit according to our search criteria (Figures 2B and 2C). These miRs are co-expressed from the same locus, have been shown to affect synaptic function and learning behavior in mice, and play a role in brain development (Clovis et al., 2012, Hansen et al., 2016, Hernandez-Rapp et al., 2015, Remenyi et al., 2013, Tognini and Pizzorusso, 2012). Therefore, we assayed the expression of the miR212/132 cluster in mice upon EE training. 

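In the GENCODE annotation of the mouse genome GRCm38, the hairpins of both miRs lie on the plus strand of chromosome 11. The genome build to which the authors mapped is not named in the paper's text. Mir212 (ENSMUSG00000065590.1) spans positions 75173388 to 75173478, and Mir132 (ENSMUSG00000065537.2) spans positions 75173682 to 75173747, with 203 bases between the hairpins. Both lie within intron 1 of another gene, annotated as a processed transcript (ENSMUSG00000085609.1, positions 75172560 to 75177633), between its exon 1, which ends at 75172597, and its exon 2, which starts at 75173978. The arms were located by matching the complement of the target sites in the paper's cloning oligonucleotides to the hairpins. In DNA letters, miR-132-3p reads TAACAGTCTACAGCCATGGTCG at positions 75173723 to 75173744, and miR-212-3p reads TAACAGTCTCCAGTCACGGCCA at positions 75173443 to 75173464. The 3p arms share the same bases AACAGTC at positions 2 to 8 from the 5′ end, the region known as the seed. miR-132-5p reads AACCGTGGCTTTCGATTGTTAC at positions 75173686 to 75173707, and miR-212-5p reads ACCTTGGCTCTAGACTGCTTACT at positions 75173403 to 75173425, and their bases at positions 2 to 8 differ. In the 2 libraries of naive WT sperm together, 53 reads were counted on miR-132-3p, 11 on miR-132-5p, 14 on miR-212-3p and 30 on miR-212-5p.

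**Figure D3:**
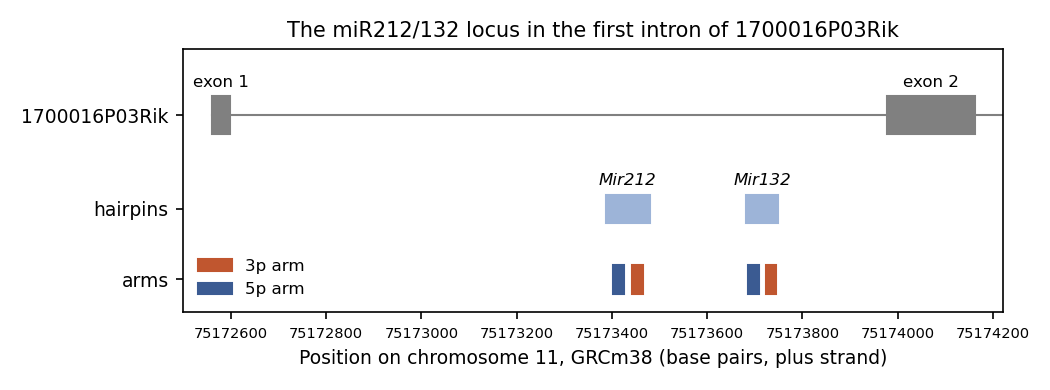
Map of the locus of miR212 and miR132 on chromosome 11 of GRCm38, drawn to scale in base pairs. Mir212 (75173388 to 75173478) and Mir132 (75173682 to 75173747), with their 5p and 3p arms below, lie between exon 1 and exon 2 of the host gene ENSMUSG00000085609.1, whose exon 3 lies outside the map.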

We found that miR132 and miR212 were upregulated both in sperm and hippocampus of mice that were exposed to EE for 10 weeks (Figures 3A and 3B). Of note, a shorter duration of EE (2 weeks) was not sufficient to induce the upregulation of these miRNAs in sperm (Figure S2A), while increased levels were observed in the hippocampus (Figure S2B). Furthermore, none of the other miRs we had identified as candidates for the observed intergenerational phenotypes (let-7b, let-7c, let-7d, miR34c, and miR124; see Figure 2), nor randomly selected miRs exhibited altered expression after 10 weeks of EE (Figures S2C and S2D). These data argue against a general increase of sperm miRs in response to EE and led us to hypothesize that miR212/132 might play a role in the intergenerational transmission of the EE phenotype. To test this possibility, we first injected RNA from sperm of HC or EE mice into fertilized oocytes and examined LTP in the corresponding offspring once they were adult. RNA in both groups was co-injected with scrambled RNA allowing us to include a third group in which we injected into oocytes sperm RNA from EE mice along with miR212/132 inhibitor, which we had previously validated for its inhibitory action (Figure S3).

**Figure 2:**
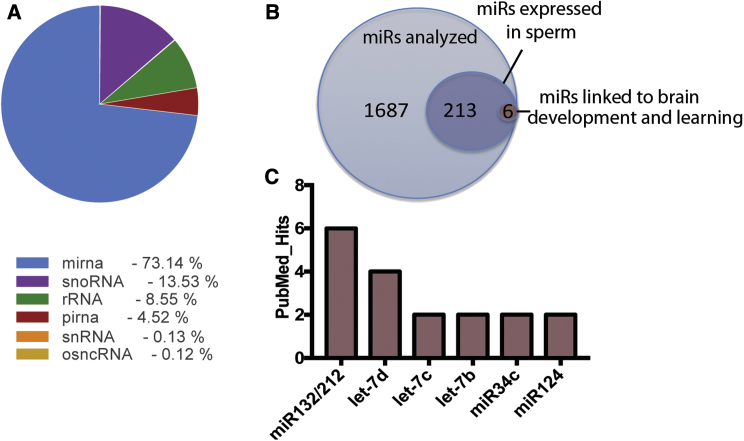
Small RNA-Seq from Sperm Reveals Candidate miRs Potentially Linked to Intergenerational Transmission of Enhanced LTP after EE (A) Pie chart illustrating the distribution of small RNA species in sperm obtained from naive WT mice. (B) Venn diagram showing that, out of 1,886 miRs analyzed, 219 were expressed in sperm. This list of miRs was then searched for miRs implicated in brain function and development, synaptic plasticity, and learning and memory (PubMed search criteria “brain + learning + microRNA-X (let-X)”; more than 1 hit). This approach revealed 6 candidate miRs. (C) Graph showing the 6 candidate miRNAs and the corresponding number of hits based on the PubMed search. PubMed IDs for the papers linked to miR212/132 are 22845676, 22246100, 19557767, 23520022, 27392631, 20613834; let-7d are 23425148, 21307844, 20557304, 25799420; let-7c are 25962166, 21676127; let-7-b are 21676127, 27539004; miR34c are 26402112, 21946562; miR124 are 24784359, 22837048.

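The deposited tables hold the miR counts of these libraries and 1 total of reads assigned to no miR, and do not divide that total into snoRNA, rRNA, piRNA and other species. Of the reads listed, 61.9% were assigned to miRs in replicate 1 (4049599 of 6545903 reads, Wilson 95% interval 61.8% to 61.9%) and 73.7% in replicate 2 (5648067 of 7665866 reads, 73.6% to 73.7%), a mean of 67.8% ± 8.35 (SD, n = 2 libraries). The replicates differed by far more than the counting error. Pooled over both libraries, 68.2% of the reads were assigned to miRs. The reads listed as assigned to no miR are not described in the paper's text, so their total need not equal that of the other species in the pie chart.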

**Figure 3:**
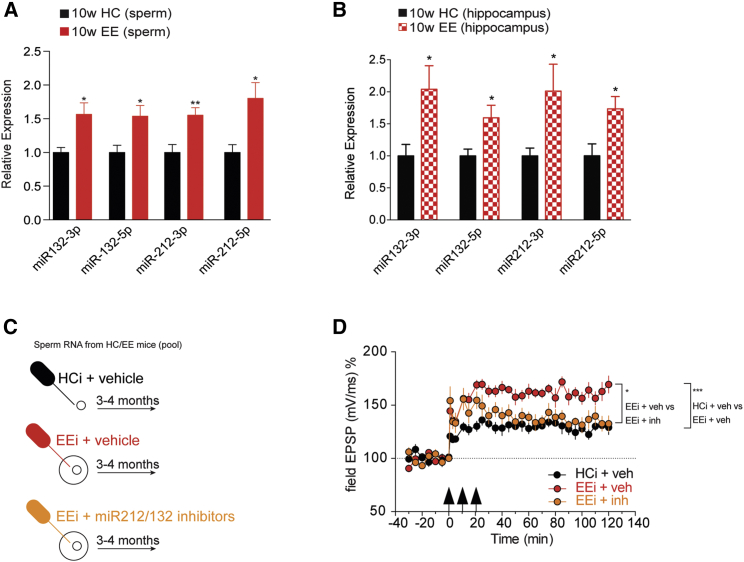
miR212/132 Are Increased in the Brain and Sperm of EE Males and They Are Involved in Intergenerational Inheritance of the Enhanced LTP Phenotype (A) qRT-PCR from sperm of 10-week EE males (n = 7) demonstrates increased expression of miR212/132 when compared to HC males (n = 6; ^∗∗^p < 0.01, ^∗^p < 0.05, t test). (B) qRT-PCR from hippocampus of 10-week EE males demonstrates increased expression of miR212/132 (n = 9/group; ^∗^p < 0.05, t test). (C) Oocyte injection scheme. Sperm RNA from a pool of HC or EE mice was isolated and mixed with scrambled negative control (vehicle) or miR212/132 inhibitors and injected into the cytoplasm of fertilized oocytes. Control (“HCi + vehicle”) oocytes were injected with sperm RNA from HC mice + scrambled negative control. “EEi + vehicle” oocytes were injected with sperm RNA from EE mice + scrambled negative control. “EEi + miRNA212/132 inhibitors” oocytes were injected with RNA from EE mice + miR212/132 inhibitors. The mice born from these injected fertilized oocytes were used for LTP measurements at the age of 3–4 months. (D) LTP is significantly elevated in animals born from EE-sperm-RNA-injected oocytes (“EEi + veh”) compared to HC-sperm-RNA-injected controls (“HCi + veh”), and coinjection with miR-212/132 inhibitors (“EEi + inh”) reverses the LTP enhancement. ^∗∗∗^p < 0.001 repeated-measures ANOVA, main effect “HCi + veh” versus “EEi + veh” (F(1,8) = 52.90). ^∗^p < 0.05 repeated-measures ANOVA, main effect “EEi + veh” versus “EEi + inh” (F(1,9) = 6.099). n = 5 (HCi + veh); 5 (EEi + veh); 6 (EEi + inh). Error bars indicate SEM.

We observed that the offspring born to oocytes injected with RNA from 10-week EE mice exhibited enhanced LTP, which was reversed to control (HC) levels if miR212/132 inhibitors were co-administered (Figures 3C and 3D). These data demonstrate that EE in adult males enhances hippocampal synaptic plasticity in their offspring and that this effect is mediated through sperm RNA causally involving miR212/132.

Next, we wondered whether this enhancement of LTP was accompanied by an improvement in cognitive performance. We therefore subjected the offspring of EE fathers and those of HC controls to behavioral testing (Figure 4A). We observed no difference in explorative behavior and basal anxiety among groups (Figure S4). Next, mice were subjected to two hippocampus-dependent behavioral tests, namely, the contextual fear-conditioning (FC) and Morris water maze (MWM) paradigms. To avoid ceiling effects on learning, mice were trained using rather mild protocols. Thus, the electric footshock applied during FC was 0.5 mA, an intensity that allows the detection of memory improvement. Of note, there was no difference between the groups in pain sensation as measured by their reaction to the footshock (Figure S4E). In the MWM, mice were trained for a maximum of 5 days, a protocol that in our hands results in a moderate memory consolidation of the platform location in wild-type (WT) animals, which normally form robust spatial memory only after 8 training days (Figure S5).

**Figure 4:**
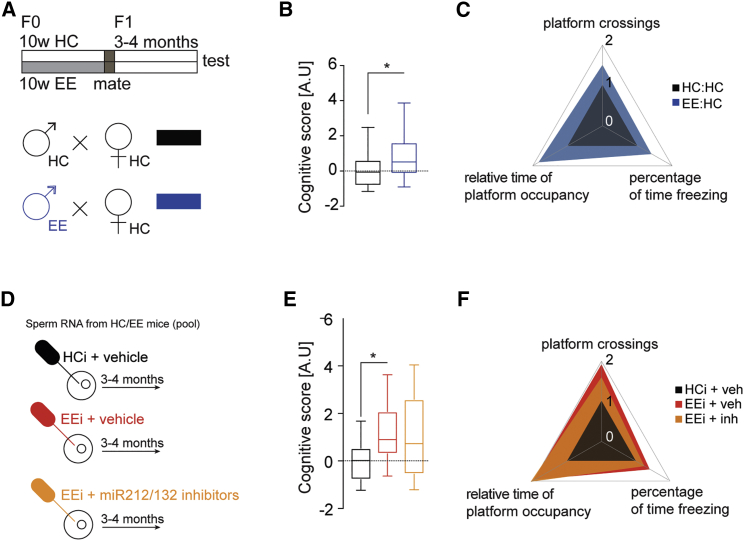
Mice Born to EE Fathers Have a Mild but Significant Cognitive Advantage (A) Breeding scheme. (B) Mice born to EE fathers have a significantly bigger cognitive score. Significance for the F1 generation was calculated using linear mixed models to account for batch and litter effects (see Experimental Procedures). ^∗^p < 0.05 (t-value = 2.80, df = 10). HC:HC: n = 29, N = 6; EE:HC: n = 32, N = 7 (n represents number of mice, N represents number in litter). (C) Plot illustrating the magnitude of change of each individual parameter that went into the cognitive score calculation. (D) Oocyte injection scheme. The injections were carried out as described in Figure 2. The mice born from these injected fertilized oocytes were then tested in behavioral tasks at the age of 3–4 months. (E) Injection of EE sperm RNA into fertilized oocytes provides a cognitive advantage to the offspring, as reflected in the significant increase in the cognitive score. (F) Plot illustrating the magnitude of change in the different groups of each individual parameter of the cognitive score. Significance for the offspring of oocyte injections was calculated using a two-tailed Student’s t test (see Experimental Procedures). ^∗^p < 0.05. n = 9 (HC sperm RNA + negative control oocyte injections), n = 14 (EE sperm RNA + negative control oocyte injections), n = 18 (EE sperm RNA + miR-212/132 inhibitor oocyte injections). Error bars indicate SEM.

First, we tested mice in the contextual FC. We observed that mice born to EE fathers showed elevated freezing behavior when compared to mice born to HC fathers (Figures S6A and S6B, t test, p < 0.05 for HC:HC versus EE:HC group). Similar results were observed in the water maze paradigm for platform crossings and relative time of platform occupancy (Figures S6C and S6D, t test p < 0.05, HC:HC versus EE:HC group). We also employed a more stringent approach using a linear-mixed model for statistical analysis taking into account the effect of the different litters, since for the behavioral experiments we employed more than one mouse/litter. In this analysis, we observed a non-significant trend for memory enhancement in the offspring of EE fathers in the FC and water maze paradigms (percentage of time freezing: t = 1.45, df = 10, p = 0.17; platform crossings: t = 1.79, df = 10, p = 0.1; relative time of platform occupancy: t = 1.99, df = 10, p = 0.07). In sum, these data suggest that the intergenerational effect of EE on memory function is subtler compared to the LTP phenotype. This may in part be due to the fact that the analysis of LTP in hippocampal slice preparation allows for a well-defined and specific readout, while the analysis of an animal’s complex behavior as an estimate of memory function, on the other hand, offers a rather limited dynamic range. Rather than relying on the classical readout of the FC and water maze paradigms, we therefore decided to also calculate an integrated cognitive score based on a principal component analysis (PCA). The parameters included in the integrated cognitive score were (1) relative time of platform occupancy in MWM, (2) number of platform crossings in MWM and (3) percentage of time freezing in FC. The first component of the PCA analysis captures the most variance, and hence we took the scores from the PC1 (principal component 1) as a “cognitive score” that would reflect the overall change in cognitive function. This score revealed a significant difference between animals born to HC and EE fathers (Figures 4B and 4C linear mixed model t-value = 2.80, df = 10, p = 0.018), confirming that there is indeed intergenerational inheritance of a mild, but significant cognitive advantage after EE exposure in the fathers.

Next, we decided to address the question of whether sperm RNA and in particular miR212/132 would play a role in the memory enhancement seen in the offspring born to EE fathers. As described for the LTP experiments (see Figure 3). we isolated RNA from the sperm of EE mice and injected this RNA into fertilized oocytes with scrambled RNA. Oocytes injected with RNA from sperm of HC mice together with scrambled RNA were used as control. Also, here, we included a group where EE sperm RNA was co-injected with miR212/132 inhibitors (Figure 4D).

The born mice were subjected to behavioral testing when they were adult. In accordance with our previous observations on LTP enhancement, the mice that originated from oocytes injected with EE sperm RNA showed improved memory function in the FC (Figures S6E and S6F, p = 0.04, t test) and water maze paradigms (Figures S6G and S6H, platform crossings: p = 0.01, Mann-Whitney test; relative time of platform occupancy: p = 0.04, t test.) when compared to those that originated from oocytes injected with HC sperm RNA. This observation was further corroborated when we analyzed the cognitive score as described above (Figures 4E and 4F), suggesting that similar to the intergenerational inheritance of cognitive enhancement mediated by EE, injection of EE sperm RNA into fertilized oocytes also results in a cognitive benefit. In contrast to its effect on LTP, the miR212/132 cluster appeared to have no effect on the behavioral readout. Mice that were born from oocytes injected with EE sperm RNA and co-injected with miR212/132 inhibitors exhibited a similar, albeit insignificant, trend for memory enhancement (Figures 4E and S6F–S6H; percentage time freezing: p = 0.28, Mann-Whitney test; platform crossings: p = 0.19, Mann-Whitney test; relative time of platform occupancy: p = 0.08, t test). These findings suggest that the intergenerational effect of EE on LTP and memory enhancement critically depends on sperm RNA and that the LTP effect is mediated via altered levels of miR212/132. In contrast, miR212/132 levels cannot explain the enhanced memory function indicating that additional mechanisms contribute to the intergenerational enhancement of learning behavior in response to EE. Finally, miR212/132 are not upregulated in the offspring of EE fathers (Figure S8), which suggests that the mechanisms underlying EE-mediated enhanced synaptic plasticity and cognition in the F0 and F1 generation are likely to be different. This interpretation could also explain why the effect of EE in our study is inter- and not transgenerational.

## Discussion

Our data demonstrate that EE during adulthood mediates the enhancement of hippocampal LTP in the adult offspring. This is not only the first confirmation, but also an important extension to the original observation by Arai et al. (2009), who showed that EE in juvenile mice (2 weeks of age) enhances LTP in their offspring. Our observation that this phenomenon occurs even when EE is initiated at a time point at which brain development is complete has important implications, suggesting that exercise before conception could provide a brain plasticity benefit to the offspring. Interestingly, Arai et al. observed that EE-mediated intergenerational enhancement of LTP is transmitted through the mothers but not the fathers. This can be explained by the fact that the authors subjected mice to EE before sexual maturity (i.e., at 14 days of age) for 2 weeks, when female gametes are already present. In contrast sperm production begins only at sexual maturity when mice are 6–8 weeks of age. These facts can plausibly explain why 2 weeks of EE in males starting at the age of 14 days failed to elicit intergenerational transmission. Thus, in our study EE was initiated when mice were 10 weeks of age and thus sexually mature. Moreover, we provide evidence that, in addition to enhanced LTP, offspring of EE fathers exhibit a mild but significant cognitive advantage when compared to offspring of HC fathers. When compared to the LTP effect, the memory enhancement was, however, moderate. One explanation could be that the analysis of Schaffer collateral CA1 LTP in hippocampal slice preparation is much more sensitive and thus better suited to detect increased or decreased plasticity compared to behavioral assays that offer a limited dynamic range for the detection of changes. In line with this, calculation of a combined cognitive score on the basis of two hippocampal memory tests using PCA showed that offspring born to EE fathers or from oocytes treated with RNA isolated from sperm of EE mice exhibit a significant cognitive benefit. It also has to be considered that in our study we analyzed memory function in healthy WT mice. It will thus be interesting to see whether EE training in fathers would provide a benefit in synaptic plasticity and memory function to offspring in a situation when brain plasticity is challenged as it is for example the case during aging or in neurodegenerative conditions. In support of this view, recent findings show that EE partially ameliorates the detrimental transgenerational effects observed in offspring born to parents that were exposed to stressful experiences (Gapp et al., 2016). Similarly, it will be interesting to see whether increased brain plasticity is observed in offspring when the mother undergoes EE training. In this study, we did not address this issue and rather focused on EE fathers since studying the corresponding gametes for subsequent mechanistic analysis is more suited for an initial study. It is, moreover, important to notice that the male mice used for mating were removed from the cage upon conception and thus never came to contact with the offspring. It is thus highly unlikely that the described phenotypes in offspring are due to differences in maternal care. Further support for this view stems from the observation that mice born from fertilized oocytes that were injected with sperm RNA of EE mice recapitulate the phenotype observed in the offspring of EE fathers. Moreover, offspring born to enriched parents and raised by a HC housed dam also display enhanced memory formation (Figure S7). It will be important for future research to test whether EE training of adult female mice will also transmit a synaptic plasticity and cognitive benefit to offspring and to elucidate the underlying mechanisms. Especially interesting will be to see whether EE induces upregulation of miR212/132 in oocytes and whether this or other processes play a role in the intergenerational transmission of EE-mediated enhanced synaptic plasticity and cognition. Such experiments have to take into account a number of additional issues such as the fact that most protocols to collect oocytes include a superovulation regime that could potentially confound oocyte plasticity such as miR expression.

Our data show that the intergenerational inheritance of an EE-induced phenotype involves changes in sperm RNA. This finding is in line with previous studies that investigated transgenerational effects in mutant mice (Rassoulzadegan et al., 2006), in mice exposed to specific stressors leading to altered glucocorticoid signaling (Rodgers et al., 2013, Rodgers et al., 2015), anxiety behavior (Gapp et al., 2014), or diet-induced obesity (Grandjean et al., 2015). An important difference to most of these studies is that we observe an inter- but not a transgenerational effect; i.e., an EE-induced brain plasticity benefit was detectable in the F1 but not in the F2 generation. From an evolutionary point of view, our finding could make sense, since nature offers to the organism a physiological system that allows for non-genetic inheritance of a cognitive benefit in situations of demand but makes sure that these phenotypes do not persist when the environmental settings change again. Taking into account that “too much” plasticity and the resulting aberrant neuronal activity have been linked to neurodegenerative diseases (Fischer et al., 2005, Mesulam, 1999, Palop et al., 2006), it appears logical that EE-mediated LTP enhancement is restricted only to the next generation. Moreover, the EE-mediated intergenerational changes in brain function appear to be regulated at multiple levels. Our data clearly show that one of these mechanisms is related to sperm RNA. In this context, it is interesting to note that the EE-mediated intergenerational inheritance of LTP enhancement was linked to the action of miR212/132. These data are also in line with an earlier study demonstrating that oocyte injection of a mixture of eight miRs could recapitulate the transgenerational effects observed in response to chronic paternal stress (Rodgers et al., 2015). However, inhibition of miR212/132 in fertilized oocytes injected with sperm RNA from EE mice did not occlude the inheritance of improved memory function assayed in the behavioral paradigms. These data clearly indicate that there must be additional miRs and other RNA-dependent mechanisms of similar importance. Moreover, we cannot exclude that non-RNA mediated processes also contribute to this phenotype. In fact, altered DNA methylation (Franklin et al., 2010, Gapp et al., 2016) and histone modifications or the replacement of canonical histones with non-canonical variants (Siklenka et al., 2015, Zeybel et al., 2012) have been implicated in intergenerational inheritance. These findings also suggest that the intergenerational effects of EE-mediated LTP improvement can be dissociated from the improvement of learning behavior at the molecular level, which is in line with the view that, although LTP has been considered a molecular correlate of memory function, it cannot fully explain all aspects of memory consolidation (Titley et al., 2017).

An experiment that could have provided additional evidence for the involvement of miR212/132 in the intergenerational transmission of enhanced LTP would be to inject these miRNAs specifically into fertilized oocytes and perform the tests on the resulting progeny. However, we decided against this “gain-of-function approach.” Convincing data show that downregulation of miR212/132 leads to impairment of synaptic plasticity and learning and memory (Hansen et al., 2010, Hansen et al., 2013, Scott et al., 2012). However, while memory enhancement was observed if miR132 overexpression is 1.5- to 2-fold (Hansen et al., 2013), which is similar to the increase seen in our study in response to EE, transgenic mice overexpressing miR132 more than 3-fold exhibit learning impairment (Hansen et al., 2010, Hansen et al., 2013, Scott et al., 2012). Importantly, the learning impairment caused by supra-physiological upregulation of miR132 in these transgenic mice could be turned into learning enhancement by mitigating miR132 overexpression to a level representing a 1.5- to 2-fold increase (Hansen et al., 2013). These data suggest that moderate increase in miR212/132 facilitates, whereas excess increase in its expression impairs learning and memory, a finding that is not uncommon for molecules implicated with memory function (Fischer et al., 2005). Thus, we suggest that in case of miR212/132 our “loss-of-function” experiment is the most reliable experimental approach to support a role of miR212/132 in intergenerational inheritance.

The precise mechanisms by which sperm RNA transmit EE-induced intergenerational enhancement of brain function to adult offspring remain to be identified. One possibility is that sperm miRs alter gene expression during embryonic development thereby causing subtle changes in brain plasticity. This hypothesis appears worthwhile to be addressed in future studies, since even small changes in brain development can affect synaptic function in the adult organism and are believed to contribute, for example, to neuropsychiatric diseases (Faa et al., 2016, Mahmoudi and Cairns, 2017). Of note, miR212/132 play a role in neurodevelopment as well as the adult brain and have been linked to neurodevelopmental brain diseases such as schizophrenia (Clovis et al., 2012, Miller et al., 2012). These data may also help to understand why EE-induced transmission of LTP enhancement is only observed in the F1 but not in the F2 generation. We speculate that the mechanisms underlying enhanced brain plasticity in the parents and the offspring are different. In the case of the offspring, these mechanisms may be linked to neurodevelopmental processes, a hypothesis to be tested in future studies. In support of this view, we observed that hippocampal levels of miR212/132 increase in fathers exposed to EE (F0 generation; see Figure 3), a finding that is in line with previous data linking moderately increased miR212/132 levels to memory enhancement (Hansen et al., 2016, Hernandez-Rapp et al., 2015, Scott et al., 2012), but not in their adult offspring (F1 generation; see Figure S8). An equally interesting question relates to the mechanisms that lead to increased miR212/132 levels in sperm. Changes in DNA-methylation or histone-modifications during spermatogenesis are likely mechanisms (Gapp et al., 2014, Zeybel et al., 2012). However, other mechanisms should also be considered. For example, our data show that miR212/132 are already increased after 2 weeks of EE in the hippocampus, but only after 10 weeks of EE in sperm. These data could indicate that expression of miR212/132 in the brain is more responsive to external stimuli than that in sperm. Alternatively, there is evidence that brain-derived exosomes, which are known to carry also miRs, have been detected in the circulation (Shi et al., 2014), and thus it is not entirely impossible that increased levels of miR212/132 in sperm originate from increased miR212/132 expression in other tissues such as the brain. Clearly, more research is required to address these questions.

In conclusion, the idea that EE training in adulthood provides a cognitive benefit not only to the individual undergoing this procedure, but also to its offspring is fascinating. Whether these findings are translatable to humans needs to be determined. Nevertheless, the accumulating evidence that sperm RNA content encodes information about environmentally induced phenotypic traits is an issue that not only needs to be considered in reproductive medicine, but may also offer the chance to discover biomarkers for complex diseases.

## Experimental Procedures

### Animals

All procedures were performed according to protocols approved by the Lower Saxony State Office for Consumer Protection and Food Safety. WT C57B/6J animals were ordered from Janvier labs at 9 weeks of age and were allowed to habituate to the animal facility and the group for 1 week. Afterward, they were housed either in standard HC or under EE conditions as described below. Food and water were provided *ad libitum*. Animals were kept on a 12-hr/12-hr-light/dark cycle. For all experiments, including mating, adult mice were used, which refers to an age of 3–4 months.

### EE

For EE, mice were kept in groups of 4–5 in large cages and provided with toys (in the form of tunnels, housing, and differently shaped objects, 8 per cage) and running wheels (2 per cage). 2 toys were replaced daily with novel ones, and the rest was rearranged inside the cage. Cages were changed weekly altogether. Mice were put in the EE at 10 weeks of age and kept there for 10 weeks. HC animals were also kept in groups of 4–5 in large cages in the absence of objects and running wheels but subjected to the same cleaning schedule.

### Luciferase Assay

For luciferase assays, the complementary seed sequence for miR-212/132 was cloned into pmirGLO (Promega) into PmeI/XbaI sites by oligo hybridization (see below). The constructs were cotransfected into HEK293 cells with miR-212/132 mimics (5 nM, QIAGEN) or miR-212/132 inhibitors (5 nM for 3p arms, 50 nM for 5p arms, Exiqon) using lipofectamine according to the manufacturer’s instructions. Luciferase measurements were taken 48 hr in a Tecan plate reader using Promega’s Dual-Luciferase Reporter Assay System following manufacturer’s instructions. The Firefly/Renilla ratio was calculated and then normalized to control conditions.

### Oligonucleotide Sequences Used for Cloning

The following oligonucleotides were used for cloning the miRNA target sequences into pmirGLO:

miR-132-3p F: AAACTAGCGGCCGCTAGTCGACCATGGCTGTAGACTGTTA
miR-132-3p R: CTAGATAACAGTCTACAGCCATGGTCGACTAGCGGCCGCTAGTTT
miR-132-5p F: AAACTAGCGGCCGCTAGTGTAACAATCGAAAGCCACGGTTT
miR-132-5p R: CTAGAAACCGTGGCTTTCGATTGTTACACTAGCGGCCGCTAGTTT
miR-212-3p F: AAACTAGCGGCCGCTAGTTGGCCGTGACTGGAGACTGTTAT
miR-212-3p R: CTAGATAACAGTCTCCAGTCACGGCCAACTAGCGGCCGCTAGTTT
miR-212-5p F: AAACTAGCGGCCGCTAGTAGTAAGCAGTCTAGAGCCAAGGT

### Sperm Collection and RNA Isolation

Animals were sacrificed by cervical dislocation. Sperm was isolated by dissecting the epididymis and running a needle through the tube to allow sperm to swim out into 1 mL of pre-warmed PBS. Epidydimal tissue was kept at 37°C for 20 min, and the supernatant was then collected and centrifuged at 8,000 × *g* for 5 min at 4°C. In order to remove contaminating epithelial cells prior to RNA isolation, the pellet was treated with hypotonic buffer (0.1% SDS, 0.5% Triton-X) for 30 min on ice to ensure that endothelial cells from the surrounding tissue were disrupted. The solution was centrifuged once more at 8,000 × *g* for 10 min at 4°C to obtain the final sample. RNA was isolated using Tri-Reagent from Sigma-Aldrich according to manufacturer’s instructions. RNA was treated with DNase I (Thermo Fisher Scientific) and further purified using phenol:chloroform to remove all DNase I components. RNA concentration was determined with the Nanodrop and quality with the Bioanalizer.

### qRT-PCR

cDNA synthesis was done using QIAGEN’s miScript II Reverse Transcription kit II according to manufacturer’s instructions starting from 250 ng of DNase-I-treated RNA. qRT-PCR was performed using QIAGEN’s commercially available miScript Primer Assays (i.e., forward primers) specific for each miRNA combined with miScript Universal Primer and miScript SYBR Green Master Mix. miRNA levels were normalized to RNU6B. 2–5 ng of cDNA was used per reaction. Assays were run in duplicate. For miR212/132, the qRT-PCR was performed for both active and inactive arms. For all other miRNAs, only active arms were analyzed. The ΔΔCt method was used to calculate relative expression.

### RNA Injections into Fertilized Oocytes

Sperm RNA from 4 HC and 4 EE animals was isolated as described above. RNAs were pooled and set at 0.5 ng/μL in 250 μL 0.1 mM EDTA, 5 mM (pH 7.4) based on a previous publication reporting significant effects at this concentration (Gapp et al., 2014). 3- to 4-week-old C57BL/6JRj females were super-ovulated with pregnant male serum gonadotropin (7.5 U, Intervet) and human chorionic gonadotropin (7.5 U, Intervet) and mated with C57BL/6JRj males. Donor females were sacrificed by cervical dislocation on the day of plug, and fertilized eggs were collected. RNA was injected into the cytoplasm of zygotes at the pronuclear stage using an Eppendorf Femtojet and Femtotip II capillaries with constant flow under visual control on an inverted microscope using a 40× air objective and differential interference contrast (DIC) optics. Injected zygotes were transferred into the oviduct of pseudo-pregnant NMRI fosters bilaterally. The offspring generated from these injections was allowed to grow in a standard cage until 3 month of age before behavioral testing.

### Behavioral Experiments

Animals that went into behavioral experiments were sexually naive and were single-caged 1 week prior to the start of the procedures. For contextual FC, animals were put in a FC box (Med Associates) for 3 min, after which they received a 2-s, 0.5-mA footshock. They were left in the box for 10 s and then removed and put back into their original cage. 24 hr later, animals were reintroduced into the conditioning box, and freezing behavior was recorded for the 3-min period. Freezing was considered when animals remained immobile (except for respiratory movements) for at least 2 s. Note that this FC paradigm represents a rather mild training therefore allowing the detection of memory enhancement, which is in line with HC mice showing relatively low freezing levels. For MWM, animals were trained in a round pool filled with opaque water where the escape platform was placed approximately 1 cm below water level. They were trained in 4 consecutive 1-min trials per day with randomized entry points. If the animals did not reach the platform within 1 min, they were gently guided to it. Animals were allowed to stay on the platform for 15 s after each trial. The time needed to reach the platform (escape latency) was automatically recorded via a top-installed camera (TSE Systems, Bad Homburg, Germany) and registered with the TSE Systems software VideoMot. For the probe test, the platform was removed and animals were introduced in the position opposite of the original platform location and left to navigate the pool for 1 min. The percentage of time spent in the specific region where the platform used to be during training (time of platform occupancy) was recorded with the TSE Systems software. The experimenters were blind to the animals’ experimental condition.

### Breeding Scheme for Intergenerational Analysis

10-week-old male mice acquired from Janvier were subjected to 10 weeks of EE according to the protocol described above. HC and EE male mice were bred with females that had remained HC throughout this time. After mating, the fathers were immediately removed from the cage so that they did not have any contact with their offspring and did not impact upon their rearing. Offspring that originated from these pairings were housed in standard HCs and subjected to LTP measurements or behavioral experiments at 3–4 months of age.

### LTP Recordings

Acute hippocampal slices were prepared from 3- to 4-month-old mice. Animals were anesthetized with isoflourane and decapitated. Brain was removed from the skull and hippocampus was dissected. Transversal hippocampal slices (400 μm thick) were obtained using a tissue chopper (Stoelting). Slices were collected in ice-cold artificial cerebrospinal fluid (ACSF) (124 mM NaCl, 4.9 mM KCl, 1.2 mM KH_2_PO_4_, 2.0 mM MgSO_4_, 2.0 mM CaCl_2_, 24.6 mM NaHCO_3_, 10.0 mM D-glucose; saturated with 95% O_2_ and 5% CO_2_ [pH 7.4] and 305 mOsm). Slices were incubated in an interface chamber at 32C and high oxygen tension was maintained by bubbling with 95% O_2_ and 5% CO_2_ (30 L/hr). Slices were allowed to recover for 3 hr after preparation. Then monopolar platinum-iridium electrodes (13303, MicroProbes) used for both recording and stimulating were positioned in the CA1 region. The field excitatory postsynaptic potential (fEPSP) slope was recorded with a Model 1700 differential AC amplifier (A-M Systems) and Power 1401 analog-to-digital converter (Cambridge Electronic Design), and monitored online with custom-made software, PWIN (IFN Magdeburg). The test stimulation strength was determined for each input as the current needed to elicit a field EPSP of 40% maximal slope. Baseline recording began at least 3.30 hr after slice preparation, using test stimuli consisting of four biphasic constant current pulses (0.2 Hz, 0.1 ms/polarity, averaged) per time point, every 5 min for a minimum of 30 min. LTP was induced with a strong tetanization protocol consisting of three stimulus trains (100 biphasic constant-current pulses per train at 100 Hz and 0.2 ms/polarity, inter-train interval 10 min). Test stimuli were delivered 1, 3, 5, 11, 15, 21, 25, and 30 min after the first tetanization train and then every 5 min for up to 2 hr. The experimenters were blind to the animals’ experimental condition.

### Small RNA Sequencing

RNA isolated from two independent biological replicates of sperm from WT adult mice was used for small RNA sequencing (RNA-seq) library preparation using Illumina’s TruSeq kit according to manufacturer’s instructions starting from 1 μg total RNA. Library quality was checked with the Bioanalyzer (Agilent). For processing of sequencing data, a customized in-house software pipeline was used. Quality check and demultiplexing were performed using the CASAVA 1.8.2 software (Illumina). We trimmed low-quality ends from reads before adaptor removal having Phred quality score of less than 28 encoded in ASCII + 33. We then trimmed the 3′ adapters and filtered out the reads with the minimum length of 15 nucleotides using cutadapt. We first mapped the reads to a custom-made reference genome created from miR and piwi-interacting RNA (piRNA) sequences. Reads greater than 33 bp were mapped to the reference genome created by other small non-coding RNA. Remaining unmapped reads were then mapped to the mouse genome. We used bowtie (v.1.1.2) for mapping. We allowed no mismatches for the first part of mapping and one mismatch for rest of the mapping. Read count distribution and visualization were generated using in-house Python script with Python version 2.7.10.

### Statistical Analysis

Since several animals from the same litter were analyzed and tests were done at two different time points (i.e., batches) to ensure that the group size was homogeneous and stayed within the same light/dark cycle, we used generalized mixed models to account for such type of random effects. We used the R packages MASS (MASS_7.3-45) and nlme (lme4_1.1-12) to construct and evaluate the generalized linear models. We first constructed a model with treatment and sex as fixed factors and litter nested within batch as random factors. There was no significance for sex main effect or for the interaction between sex and treatment, so we dropped the sex effect for evaluating the main effect of treatment. For the oocyte injection experiments, the sperm RNA comes from a pool of 4 HC/EE mice and the manipulation happens at the level of each individual embryo so we considered animals separately. Other analyses were done with GraphPad Prism and corresponding statistical tests are mentioned in the figure legends. All figures represent mean ± SEM. Exact n (mouse) and N (litter) numbers are also specified in figures legends if applicable.

How the deposited data were processed for this re-analysis (not part of the article)

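Small RNA was sequenced from sperm of naive WT mice in 2 libraries, which the sample labels and the Small RNA Sequencing methods describe as 2 independent biological replicates of 1 condition. No samples from EE or HC mice, hippocampus, offspring or injected oocytes were analysed here, so the qRT-PCR, LTP and behavioral results are given no data.

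The authors trimmed reads by quality and removed adapters with cutadapt. They mapped the reads with bowtie, first without mismatches to a custom reference of miR and piRNA sequences. Later steps used other small non-coding RNA and the mouse genome as references and allowed a mismatch. The paper's text does not name the step that gave the miR counts. The authors deposited the whole-number read count of each mature miR in each library, without normalization and without pooling the replicates. The paper describes a customized in-house pipeline, with an in-house Python script for the distribution of read counts and their visualization, and its text does not name the miR annotation release. In 12 entries the names of several mature miRs are joined, and the reads were counted once for the joined entry. How reads that fit several near-identical miRs, such as members of the let-7 family, were handled is not named in the paper's text, so counts within such families are uncertain. Each table closes with 5 summary entries, of which only the number of reads assigned to no miR was above 0. These entries were left out of the miR totals. If the counts come from the first step, a mapping without mismatches leaves out reads with sequencing errors or added bases. This can lower the counts of miRs that are often modified at their ends. Quality trimming and the length minimum can also change counts of short fragments.

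The totals were 4049599 miR reads in replicate 1 and 5648067 in replicate 2. Abundance was computed as CPM, the reads of a miR divided by the miR reads of the library and scaled to 1000000, and given as mean ± SD over the 2 libraries. Wilson 95% intervals were computed per library, and the smallest abundance the depth can show was taken as 3 reads. As the tables hold the miR reads only, CPM here is not relative to all RNA of the sperm. A miR was called detected with at least 1 read in each library, since the paper's text names no minimum, and other minimums were tried. Some detected miRs therefore have fewer than 3 reads in a library. The replicates were compared by a chi-square test of their counts over miRs with at least 10 reads in the 2 libraries together, by correlation of log2(CPM + 1), and by the common dispersion of edgeR 4.0.16 with an intercept-only design after TMM normalization (R 4.3.3). DESeq2 1.42.0 gave size factors as an alternative scaling. No test between conditions was possible. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

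The median abundance of the candidates was set against 10000 random lists of detected miRs of the same size. For 6 sets of marker miRs of germ cells, epithelium, smooth muscle and stroma, blood, skeletal muscle and brain, written before the data were examined from general knowledge and not from the paper, the share of miR reads was computed in each library. The median log2 ratio of replicate 2 to replicate 1 of each set was set against 10000 random lists matched on 10 bins of mean abundance, drawn from 276 miRs outside the sets, each with a read in both libraries and at least 10 reads in the 2 libraries together. The miRs named in the text were chosen by a rule fixed beforehand: every miR the paper names among its candidates, with all its arms, the 10 miRs with the highest mean CPM, and the 5 miRs with the largest absolute log2 ratio between the libraries among those with at least 100 reads in the 2 libraries together. Members of the marker sets were reported by their set unless they met another part of the rule.

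The computations were tested on simulated data. Counts simulated with a biological coefficient of variation of 20% and 40% gave estimates of 21.1% and 40.7%. With 2 libraries drawn from the same composition, 8% of the chi-square tests had p under 0.05, where 5% is nominal. A simulated set lowered by 1 log2 unit lay at percentile 0 of matched lists, and 8% of unchanged sets lay outside the central range, where 5% is nominal. The simulated sets were larger than the marker sets tested, and their miRs varied independently. These results therefore need not hold for the marker sets.

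The hairpins of miR132 and miR212 were taken from the GENCODE annotation of GRCm38, and their arms were located by the longest match of the complement of the target sites in the cloning oligonucleotides to the hairpin sequences.

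The alternatives were the read minimum, merging of arms, thinning to equal depth, TMM or DESeq2 scaling, other denominators, filters, pseudocounts and backgrounds, and each library alone. No batch or date is given for the libraries, so batches could not be examined.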

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

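The tests in this part were chosen after the counts had been seen, while the marker sets were fixed before. All results here are reads or miRs that the paper does not discuss and that lie above the smallest share that 3 reads can show. No control samples were analysed here.

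miR-10b-5p and miR-10a-5p together took 79.2% ± 1.67 (SD, n = 2 libraries) of the miR reads, 78.0% in replicate 1 and 80.4% in replicate 2. A ligation or amplification preference for these sequences in the library preparation would leave the same trace, and the counts offer no test of it. RNA of smooth muscle and stroma was examined as a source, since the marker miRs of that set rose from replicate 1 to replicate 2. The summed share of the 2 miRs rose by 2.37 percentage points at the same time, but they moved in opposite directions. miR-10b-5p rose from 52.2% to 57.3% and miR-10a-5p fell from 25.8% to 23.1% of the miR reads, a log2 ratio of -0.16 that became 0.19 after TMM scaling. With 2 libraries, a common source and independent changes cannot be told apart. No biological explanation was tested, as both libraries have the same condition.

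Reads assigned to no miR made up 32.2% ± 8.35 (SD, n = 2) of the reads in the tables, 38.1% in replicate 1 and 26.3% in replicate 2. The tables do not say which RNA species these reads come from, and no explanation was tested.

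Marker miRs of cells other than sperm were present in both libraries. The set for smooth muscle and stroma took 5.17% ± 1.50 (SD, n = 2) of the miR reads, of which miR-143-3p made up nearly all, as the share was 0.0312% without it. The epithelial set took 0.980% ± 0.138 (SD, n = 2), and 0.208% without miR-141-3p. The blood set took 0.512% ± 0.275 (SD, n = 2), and 0.0119% without its most abundant member. For comparison, the germ-cell set took 0.402% ± 0.241 (SD, n = 2). RNA of other cells that remained after the treatment with hypotonic buffer is a candidate explanation. It cannot be told apart from expression of these miRs in sperm, or their uptake in the epididymis, because each set's share rests mainly on 1 miR (the values without it are given above) and no somatic tissue was analysed here. The differences of these sets between the replicates are weighed under the other observations.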

How the results depend on the processing

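The alternatives below were set before the data were examined unless stated otherwise.

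The number of miRs detected was 378 with at least 1 read in each library. It fell to 244, 201, 152 and 123 miRs with at least 10, 20, 50 and 100 reads in each library, to 152 miRs with at least 10 CPM and to 71 miRs with at least 100 CPM in each library. The other minimums, the merging of arms, thinning to equal depth and each library alone gave between 270 and 548 miRs, within 1.5 times the main number. The minimum also decides which candidates remain: all 7 active entries passed up to 5 reads in each library, 6 passed at 10 reads, 5 at 20 reads and 4 at 100 reads. The 3p arms of miR132 and miR212 were among those lost, with at most 40 reads per library on either of them. Among minimums that do not depend on depth, both 3p arms passed at 1 CPM in each library and failed at 10 CPM and 100 CPM.

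The median abundance of the candidates was 338 CPM. It was 247 CPM of all small RNA reads when a miR share of about 73% was applied to both libraries. This share was read by eye from the paper's Figure 2A and is an estimate. The median was 688 CPM when all arms of a candidate were summed. It was 225 CPM of all reads in the tables, an alternative chosen after seeing the data. The first and last of these only change the denominator. With the active arms of miR132 and miR212 joined into 1 candidate and no other arms added, also chosen after seeing the data, it was 653 CPM. TMM and DESeq2 scaling moved it by less than the SD between the replicates, to 333 CPM in both cases. The summed abundance of the arms of miR212 and miR132, 10.9 CPM, was 11.1 CPM under both scalings. These scalings shift the 2 libraries in opposite directions by about the same factor. Means over both libraries can then hardly move, so these values show no stability. With each library alone the candidates' median lay between 275 and 400.3 CPM and the sum of the arms between 9.14 and 12.6 CPM. With 2 libraries, a library alone always lies within 1 SD of their mean, so these ranges show no stability.

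The Pearson r between the replicates was 0.976, and 0.985 with no filter on low counts, where miRs absent from both libraries enter, while the Spearman rho fell from 0.937 to 0.832. With a pseudocount of 0.1 the Pearson r was 0.959. The biological coefficient of variation was 35.7% and lay between 31.9% and 40.2% under the other filters and without TMM normalization. It needs both libraries, so leaving one out gave no value. The 5 most abundant miRs took 88.2% of the miR reads, against 92.8% for the 10 most abundant. Where an alternative moved a result and no value given here shows why, the cause was not tested.

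The candidates' median abundance lay at percentile 99.6 of random lists. It lay at 97.9 with miRs of at least 10 reads in each library as background, at 99.0 with the more abundant arm of each hairpin as background, and at 46.1 without the let-7 members. With each library alone it lay between 99.59 and 99.62.

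Without its most abundant member, the share of miR reads fell to 0.208% for the epithelial set, 0.0312% for smooth muscle and stroma, 0.0119% for blood, 0.000459% for skeletal muscle and 0.00789% for brain. For the germ-cell set it fell from 0.402% to 0.188%, a move within its SD of 0.241, which was large. The median log2 ratio of replicate 2 to replicate 1 changed sign for the epithelial set, from -0.22 to 0.13 with TMM and 0.12 with DESeq2 scaling, and for the skeletal muscle set, from -0.08 to 0.27 and 0.26, both scalings chosen after seeing the data. It kept its sign for the germ-cell, blood, brain and smooth muscle and stroma sets. Each scaling adds the same constant to the log2 ratio of every miR. The sign changes follow from that constant and say nothing about the epithelial and skeletal muscle sets relative to other miRs. Their percentiles among random lists stayed at 73.9 and 65.3 after TMM scaling. Apart from leaving out a library, 87 alternative values were computed for the candidate entries, the 10 most abundant miRs, the 5 largest log2 ratios, the median log2 ratios of the sets and the numbers of miRs more than 1 log2 unit lower or higher in replicate 2. They leave out miR-124-5p, which had 0 reads in both libraries and stays at 0 under any scaling. Of these, 57 stayed within the spread or interval set for them, 26 moved by more, and 4 changed sign, as given above. The mean abundances and mean shares under TMM or DESeq2 scaling are among the 57. They could hardly move, for the reason given above. Some of the 87 were chosen after seeing the data, as were the scalings of the set medians. They are TMM scaling of the 10 most abundant miRs and of the 5 largest log2 ratios, and all reads as denominator for the candidate entries. TMM and DESeq2 scaling of the numbers of miRs more than 1 log2 unit lower or higher was also chosen then.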

Differences from the paper's values

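The paper's number of miRs identified in sperm is 219, and 378 miRs had at least 1 read in each library. Among the alternatives set before the data were examined, none gave exactly the paper's number. The number came within 1.5 times of it with at least 3 reads in each library (324 miRs), 5 reads (294), 10 reads (244), 20 reads (201) and 50 reads (152), with at least 5 or 10 reads on average (323 and 270), with at least 1 or 10 CPM in each library (285 and 152), and with arms merged by name (294). It did not with at least 1 read in either library (548), at least 2 reads in each library (348), at least 100 reads (123) or 100 CPM (71) in each library, thinning to equal depth (371), or replicate 1 alone (484) or replicate 2 alone (442).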

Other observations

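The tests in this part were chosen after the counts had been seen, with these exceptions. The comparison of the candidates' abundance with random lists was set before the data were examined. The test without miR-10a-5p and miR-10b-5p in the third paragraph was set before its outcome was known. The marker sets were fixed before the data were examined.

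The replicates differed in germ-cell marker miRs. The germ-cell set, to which miR-34c and the miR-465 family belong, took 0.573% of the miR reads in replicate 1 (Wilson 95% interval 0.566% to 0.580%) and 0.232% in replicate 2 (0.228% to 0.236%). Of its 17 entries with a read in each library and at least 10 reads in the 2 libraries together, 16 were lower in replicate 2, with a median log2 ratio of -1.43, at percentile 0 of 10000 random lists matched on abundance. Members of each set include both arms of one hairpin, so the entries are not independent. The blood entries tested include both arms of miR-144, and the smooth muscle and stroma entries both arms of miR-145a. Members transcribed together would also move together, which was not examined. The random lists were drawn miR by miR without regard to such links. Their percentiles therefore do not measure how unusual a set of linked miRs is. Counting noise would put about as many entries above as below the log2 ratio of a typical miR. Among the 165 miRs with at least 100 reads in the 2 libraries together, the median log2 ratio was -0.35 by CPM. The count of 16 of 17 therefore includes this shift. After TMM scaling the median of the 165 miRs was 0.002. Composition does not account for the drop in full, as the set's median log2 ratio was still -1.08 after TMM scaling, with 15 of 17 entries lower. Without the miR-465 family and joined entries, which can share reads, the set's median log2 ratio by CPM was -1.42. The set for blood moved the other way, with all 5 entries higher in replicate 2, a median log2 ratio of 1.39 and percentile 100, and so did the set for smooth muscle and stroma, with 3 of 3 entries higher, a median of 0.60 and percentile 100. The epithelial set lay inside the range of random lists, at percentile 73.9, and its direction depended on the scaling (-0.22, and 0.13 after TMM scaling). The drop was not specific to the germ-cell set. In the brain set 5 of 5 entries were lower in replicate 2 (4 of 5 after TMM scaling), with a median log2 ratio of -1.05 (-0.70 after TMM scaling), although at percentile 5.64 it lay inside the range of random lists. The skeletal muscle set, with 1 of 2 entries lower, a median of -0.08 (0.27 after TMM scaling) and percentile 65.3, also lay inside it. A candidate explanation is that replicate 2 held less germ-cell RNA and more RNA of blood cells and of smooth muscle and stroma. The higher share of reads assigned to no miR in replicate 1 was not tested against it. A difference between library batches, a GC preference and a mislabelled sample were not tested, and the pattern cannot be told apart from these. Both libraries have the same condition, so no biological explanation was tested. miR-34c-5p, one of the paper's candidates, belongs to this set, with a log2 ratio of -1.18 (-0.83 after TMM scaling).

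Replicate 1 had fewer miR reads than replicate 2 but more miRs with at least 1 read (484 and 442). Depth goes the other way: thinned to the total of replicate 1 in 100 draws, replicate 2 had a median of 427 miRs with a read (418 to 436). The larger share of miR-10a-5p and miR-10b-5p in replicate 2 does not account for it, since without both entries and with equal totals, replicate 2 had a median of 431 miRs (421 to 438) and replicate 1 had 482. The tables hold no information on PCR copies, and library complexity was not tested. No biological explanation was tested for this pattern.

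The candidates were selected from the literature among the miRs that the paper had identified in sperm. The hypothesis that literature-selected miRs are abundant miRs was examined. Their median abundance lay at percentile 99.6 of 10000 random lists of detected miRs, but at percentile 46.1 without the let-7 members, so that the result rests on these. The 3 remaining entries apart from miR-34c-5p had at most 50 reads in each library.

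Among the 165 miRs with at least 100 reads in the 2 libraries together, 28 were more than 1 log2 unit lower and 7 more than 1 log2 unit higher in replicate 2 by CPM. The largest log2 ratios were those of miR-18a-5p at -2.53 (124 and 30 reads), miR-31-5p at -2.21 (156 and 47 reads), miR-130b-3p at -2.02 (93 and 32 reads), miR-34c-3p at -1.88 (601 and 228 reads) and the joined entry of miR-465b-3p, miR-465c-3p and miR-465a-3p at -1.79 (312 and 126 reads). After TMM scaling they lay between -2.18 and -1.44. After TMM scaling, 15 miRs were more than 1 log2 unit lower and 9 more than 1 log2 unit higher, so the excess of lower miRs depended in part on the scaling. These ratios compare 2 libraries of the same condition, and no explanation was tested for the single miRs.

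The paper measured both arms of miR132 and miR212 by qRT-PCR in sperm of EE and HC mice, which were not analysed here. In naive WT sperm, the sequencing counted 0 and 11 reads on miR-132-5p and 5 and 9 reads on miR-212-3p in replicates 1 and 2. More reads fell on miR-212-5p than on miR-212-3p in both replicates (19 against 5, and 11 against 9), although the intervals of the 3p share, 9.24% to 40.5% and 25.8% to 65.8%, include equal shares of both arms in replicate 2.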
